# Divergence of Iron Metabolism in Wild Malaysian Yeast

**DOI:** 10.1534/g3.113.008011

**Published:** 2013-10-18

**Authors:** Hana N. Lee, Yulia Mostovoy, Tiffany Y. Hsu, Amanda H. Chang, Rachel B. Brem

**Keywords:** iron metabolism, yeast, regulatory variation

## Abstract

Comparative genomic studies have reported widespread variation in levels of gene expression within and between species. Using these data to infer organism-level trait divergence has proven to be a key challenge in the field. We have used a wild Malaysian population of *S. cerevisiae* as a test bed in the search to predict and validate trait differences based on observations of regulatory variation. Malaysian yeast, when cultured in standard medium, activated regulatory programs that protect cells from the toxic effects of high iron. Malaysian yeast also showed a hyperactive regulatory response during culture in the presence of excess iron and had a unique growth defect in conditions of high iron. Molecular validation experiments pinpointed the iron metabolism factors *AFT1*, *CCC1*, and *YAP5* as contributors to these molecular and cellular phenotypes; in genome-scale sequence analyses, a suite of iron toxicity response genes showed evidence for rapid protein evolution in Malaysian yeast. Our findings support a model in which iron metabolism has diverged in Malaysian yeast as a consequence of a change in selective pressure, with Malaysian alleles shifting the dynamic range of iron response to low-iron concentrations and weakening resistance to extreme iron toxicity. By dissecting the iron scarcity specialist behavior of Malaysian yeast, our work highlights the power of expression divergence as a signpost for biologically and evolutionarily relevant variation at the organismal level. Interpreting the phenotypic relevance of gene expression variation is one of the primary challenges of modern genomics.

Heritable genetic differences at the molecular level are widespread between populations and species. Much of the divergence observed in DNA sequence, gene expression, and other molecular attributes may bear little relationship to macroscopic traits, and the outstanding challenge in the field is to detect signatures of biological relevance in catalogs of molecular data. This unbiased search for trait differences with an impact on fitness, motivated by screens of molecular observations alone, is often referred to as reverse ecology (Y. F. Li *et al.* 2008).

The reverse ecology approach is particularly pertinent to the study of regulatory divergence, given that comparisons between species routinely detect expression change in more than half of the genes in a given genome (Wilson and Odom 2009; Dowell 2010). Although linkage or association methods can map the determinants of evolutionarily relevant trait differences within species to loci that affect gene expression (Shapiro *et al.* 2004; Rebeiz *et al.* 2009; Tung *et al.* 2009; Wittkopp *et al.* 2009; Loehlin and Werren 2012), these methods cannot be applied to comparisons between reproductively isolated populations. In landmark cases, focused candidate gene studies have implicated regulatory changes in trait differences between species (Marcellini and Simpson 2006; Hanikenne *et al.* 2008; Booth *et al.* 2010; Werner *et al.* 2010). The ultimate goal is to predict and test phenotypes *ab initio* from genome-scale expression profiles of divergent individuals. To date, little precedent has been set for the experimental validation of such a pipeline.

In this work, we set out to use wild yeast as a model system for the reverse ecology paradigm. Nectar of the flowers of Malaysian bertam palm trees hosts a yeast community whose fermentation is consumed by mammalian pollinators (Wiens *et al.* 2008). *S. cerevisiae* strains collected from this nectar are reproductively isolated from the rest of the species (Cubillos *et al.* 2011), so approaches other than standard mapping methods are required to investigate the evolution of this unique yeast population. An initial unbiased transcriptional profiling experiment led us to the discovery of divergent iron homeostasis and iron-sensitivity behaviors in the Malaysian strains, and to a dissection of the genetic and evolutionary basis of these phenotypes.

## Materials and Methods

### RNA-seq library preparation

All strains used are listed in Supporting Information, Table S2. The three Malaysian (UWOPS03.461.4, UWOPS05.217.3, UWOPS05.227.2) and two wine/European (BC187, RM11-1) isolates used in this study were obtained from the National Collection of Yeast Cultures. For analysis of *cis*-regulatory variation in File S5, the following three Malaysian × wine/European hybrids were generated through single-cell mating between Malaysian and wine/European strains: UWOPS03.461.4 × RM11-1; UWOPS03.461.4 × BC187; and UWOPS05.217.3 × BC187.

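RNA-seq was carried out on 1 culture of each of these 3 hybrids, which are listed as YHL058 (UWOPS03.461.4 × RM11-1), YHL063 (UWOPS03.461.4 × BC187) and YHL065 (UWOPS05.217.3 × BC187). According to Table S1 of the paper, 164905032, 137307729 and 47399026 reads were obtained from them, of which 31783714, 28763569 and 6133068 mapped uniquely. The authors deposited whole-number normalized read counts for 5797 genes, with 1 column for the Malaysian allele and 1 for the wine/European allele of each hybrid. The upper quartile of the values was 2010 in all 6 columns, so the values no longer hold the depth of each library. The values of the Malaysian and the wine/European allele summed to 19894098 and 20286805 in YHL058, 18739636 and 18874974 in YHL063, and 20933025 and 20966132 in YHL065, and a value in YHL065 therefore rests on the fewest reads. For each gene, the alleles were compared on the scale of log2(normalized count + 1) with limma, with a mean-variance trend, the 3 hybrids as replicates and the Benjamini-Hochberg correction. The alleles of a hybrid were not paired, after the Methods. The comparison covered the 5738 genes with a mean of at least 10 over the 6 columns. Parents and hybrids were normalized in separate tables, and no level was tested across them.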

Parental and hybrid strains were grown to mid-log phase (0.65–0.72 OD_600_) in yeast peptone dextrose (YPD) medium (Amberg *et al.* 2005) at 30°. Total RNA was extracted from cells using the hot phenol method (Ausubel *et al.* 1995), and genomic DNA was removed with Turbo DNase I (Life Technologies). Libraries were prepared as described by Mortazavi *et al.* (2008) and sequenced on Illumina 2G Genome Analyzer and HiSeq 2000 machines with 100 base-pair paired-end reads.

### RNA-seq

RNA-seq reads from Malaysian and wine/European isolates were mapped against the S288c reference genome (http://www.yeastgenome.org) using Bowtie (Langmead *et al.* 2009). Single nucleotide polymorphisms (SNPs) were called using SAMtools (Li *et al.* 2009) and, for those with the maximum genotype quality Phred score of 99, were used to amend the genome sequences downloaded from Liti *et al.* (2009). These amended genomes were then used as references for re-mapping of RNA-seq reads, with only the reads mapping uniquely and containing no mismatches used for further analysis. For each Malaysian × wine/European hybrid, RNA-seq reads were mapped as described to a genome file formed by concatenation of the amended genomes of the respective parents, yielding only reads that mapped uniquely to regions containing polymorphisms between the Malaysian and wine/European parents and thus reported allele-specific expression.

Read counts per gene were summed using custom Python scripts and normalized with the EDASeq package in R (Risso *et al.* 2011) using the upper-quartile method to correct for differences in library size between lanes and the loess method to correct for differences in GC content within lanes. For analysis of differential expression between wine/European and Malaysian yeast in Table 1 and File S2, for a given gene the multiple isolates from each population were used as replicates in the DESeq package (Anders and Huber 2010) to calculate a composite ratio of the expression levels in the two populations and for assessment of statistical significance, with multiple-testing correction across genes using the Benjamini-Hochberg method. We used the same approach for analysis of allele-specific expression in File S5; for a given gene, read counts per allele from each of the three hybrids were used as input into DESeq to calculate a composite gene expression ratio and significance of the difference between the alleles. As a point of comparison for the calculations of differential expression between parental species and between alleles in the hybrid, we repeated the read-mapping pipeline as described using uncorrected genome sequences from (Liti *et al.* 2009) and re-applied tests for expression change to the estimates from this procedure. At corrected *P* < 0.05, these calculations identified 480 and 0 genes differentially expressed between parents and alleles in the hybrid, respectively (data not shown), in contrast to the 601 and 265 genes, respectively, reported at this significance level in File S2 and File S5.

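Of the 5738 genes compared between alleles with limma, 270 had an adjusted *P* under 0.05. The Malaysian allele was expressed higher at 119 of them and lower at 151. Without correction, 1008 genes had a *P* under 0.05. The authors' deposited table of their DESeq comparison calls 265 genes, and 194 of these were among the 270, all with the same sign. When the alleles were paired by hybrid in the fit, 1026 genes passed the threshold, 517 of them with the Malaysian allele higher. The number was 155 without YHL058, 12 without YHL063 and 81 without YHL065.
Among genes past the threshold, with a value of at least 10 in every column and the same sign in all 3 hybrids, the largest ratios in favor of the Malaysian allele were at *RPL1A*, *RPS8B* and *RPS4B*. At *RPL1A*, the normalized count was 33456 ± 5094 (SD, n = 3 hybrids) for the Malaysian allele and 783 ± 62.1 (SD, n = 3) for the wine/European allele, a log2 ratio of 5.41 (standard error 0.15, adjusted *P* = 5.66e-05 from limma). The largest ratios in favor of the wine/European allele were at *RPS24A*, *TEF1* and *PST1*. At *RPS24A*, the Malaysian allele had a normalized count of 359 ± 122 (SD, n = 3) and the wine/European allele 36252 ± 6103 (SD, n = 3), a log2 ratio of -6.71 (standard error 0.29, adjusted *P* = 0.000198 from limma). In the S288C reference sequence, 86.5% of the 100-base windows of *TEF1*, 72.6% of those of *RPS8B*, 61.3% of those of *RPL1A*, 9.52% of those of *RPS4B* and 6.84% of those of *RPS24A* occur more than once in the genome, and their reads could be divided with a near-identical copy. *PST1* had no repeated window and a log2 ratio of -3.28 (standard error 0.35, adjusted *P* = 0.00559). The adjusted *P* of *PST1* was 0.194 without YHL063 and 0.0629 without YHL065.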

**Table 1:** Directional expression divergence between Malaysian and wine/European yeast in coregulated gene groups

**Group**	**Annotation**	**Upregulated**	**Adjusted *P***
Node 7	Ribosomal proteins	Malaysian	<0.0001
*AFT1* targets	Iron homeostasis	Wine/European	0.0078
Node 36	Enzymes	Malaysian	0.0156
GO:0007039	Vacuolar protein catabolic process	Malaysian	<0.0001
GO:0006519	Cellular amino acid metabolic process	Wine/European	0.0100
GO:0006725	Cellular aromatic acid metabolic process	Wine/European	0.0133
GO:0006811	Ion transport	Wine/European	0.0300
GO:0006082	Organic acid metabolic process	Wine/European	0.0320
GO:0006826	Iron ion transport	Wine/European	0.0400
GO:0055085	Transmembrane transport	Wine/European	0.0400

Each row reports the results of a test for expression changes of the same sign between Malaysian and wine/European strains in one group of functionally related genes. Group indicates identifier of regulon (Gasch *et al.* 2004) or Gene Ontology term. Upregulated, population with elevated expression. Adjusted *P* indicates significance of a two-sided resampling test relative to the genomic null for an extreme value of the sum, across genes of the indicated regulon, of the signs of the log_2_ ratio of expression in Malaysian yeast to wine/European yeast assessed using all isolates from each population and corrected for multiple testing with the Benjamini-Hochberg method. Shown is the set of tested groups significant at adjusted *P* < 0.05.

### Analysis of directional regulatory divergence in gene groups

To screen regulons for directional expression divergence between Malaysian and wine/European yeast, coregulated gene clusters were obtained from Gasch *et al.* (2004) and Gene Ontology (GO) terms were obtained from the Saccharomyces Genome Database (http://www.yeastgenome.org; April 2010 release). For each regulon, we tabulated all genes whose differential expression between the populations was significant at adjusted *P* < 0.05, and taking the log_2_ fold change between the populations for each such gene as described, we summed these differential expression measures across the genes of the regulon. We then repeated this ratio sum procedure on each of 10,000 random gene groups of the same size as the regulon of interest, drawn from the total set of genes with significant differential expression. The proportion of such null gene groups with a sign sum as extreme as, or more extreme than, the ratio sum of the real regulon was taken to be the nominal empirical *P* for directional expression divergence. *P* values were corrected for multiple testing using the Benjamini-Hochberg method as implemented in the p.adjust() function in R. For analysis of directional *cis*-regulatory variation in File S6, we repeated this group test procedure using as input, for a given gene, the log_2_ ratio of the expression of the Malaysian allele to that of the wine/European allele, measured in hybrids as described above.

To analyze iron-toxicity response genes in Figure 1 and Table 2, we used the set of genes upregulated in a *ccc1* laboratory strain, compared to wild-type, in 3 mM FeSO4 from (Lin *et al.* 2011). Expression analysis and sequence analysis were performed as described. For analysis of iron toxicity response factors in Figure 4 and Figure S2, we also mined the set of genes responsive to 2 mM FeSO_4_ in (Pimentel *et al.* 2012).

**Figure 1:**
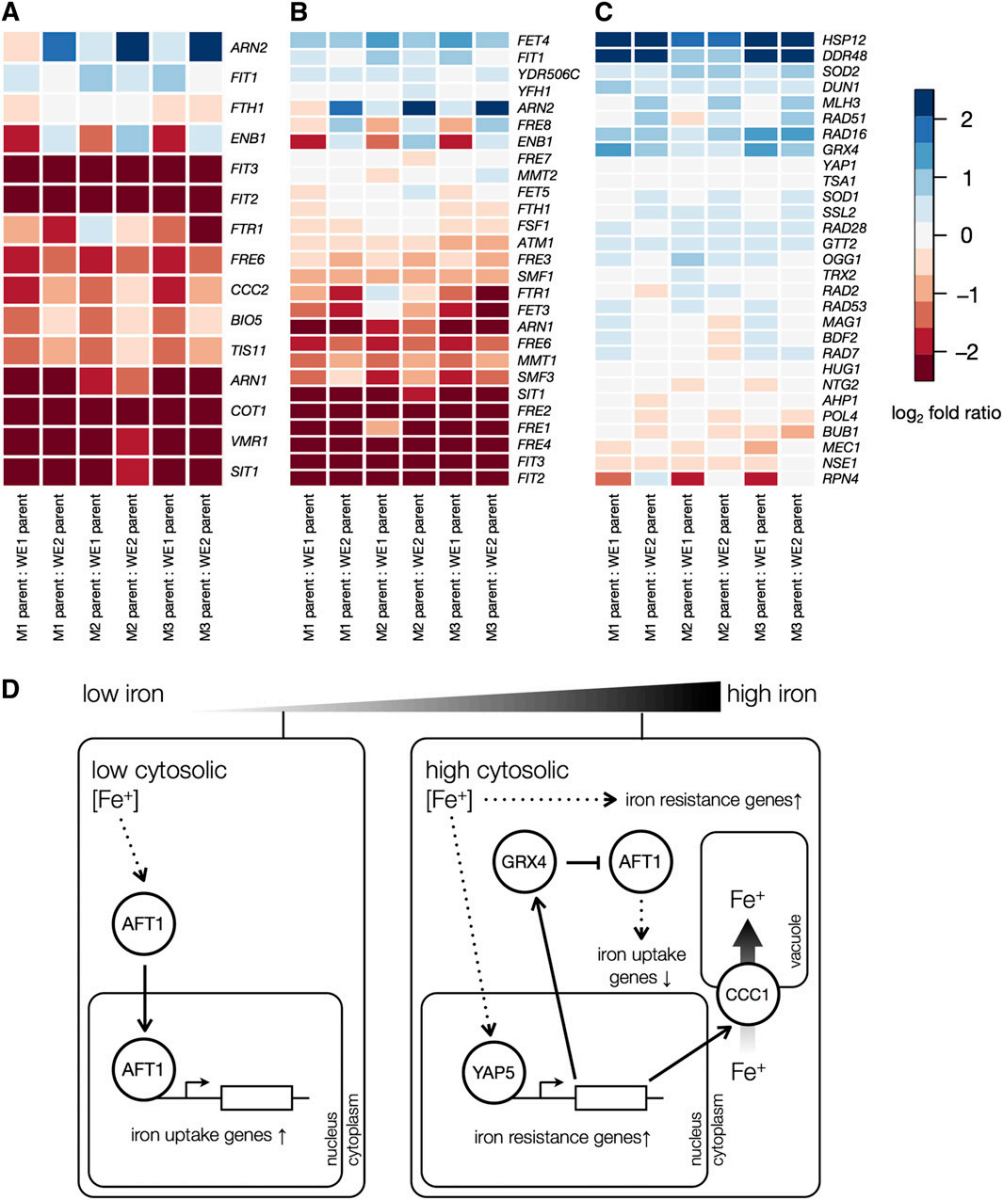
Directional changes in regulon expression between Malaysian and wine/European yeast. (A–C) Each panel shows expression divergence between Malaysian and wine/European yeast in one suite of iron metabolism genes, with the complete set of genes from a previously defined regulon shown in each case. Each cell reports the log_2_ of the expression ratio of one gene between two strains, each column shows data from a comparison between one Malaysian isolate and one wine/European isolate (M1, UWOPS03.461.4; M2, UWOPS05.217.3; M3, UWOPS05.227.2; WE1, RM11-1; WE2, BC187), and each row shows data for one gene. (A) Gene targets of the Aft1p transcription factor (Gasch *et al.* 2004); directional differential expression between populations is significant at corrected *P* = 0.0078 (Table 1). (B) Genes in the Gene Ontology term GO:0006826 iron ion transport (directional expression, *P* = 0.04) (Table 1). (C) Genes upregulated in a *ccc1* laboratory strain compared to wild-type during exposure to high-iron medium (Lin *et al.* 2011) (directional expression, *P* = 0.011) (Table 1). (D) Cartoon of iron homeostasis regulation in laboratory yeast. Under conditions of iron scarcity (left), the transcription factor Aft1p upregulates iron uptake and iron conservation factors. Under conditions of excess iron (right), iron starvation genes are downregulated and the transcription factor Yap5p upregulates iron toxicity response factors, including the vacuolar transporter *CCC1* and other genes functioning in iron storage, iron-sulfur cluster enzyme biogenesis, respiration, DNA damage repair, and oxidative stress response.

**Table 2:** Elevated protein evolutionary rates in iron toxicity response genes in Malaysian yeast

**Population**	**Regulon Mean K_a_/K_s_**	**Genome Mean K_a_/K_s_**	***P***
Wine/European	0.1469	0.1240	0.2871
Malaysian	0.2629	0.1650	0.0416
Sake	0.0594	0.1014	0.7481
North American	0.0487	0.0822	0.7511
West African	0.1878	0.1777	0.3861

Each row reports analysis of the protein evolutionary rate, in one yeast population, of the set of genes upregulated in a *ccc1* laboratory strain compared to wild-type during exposure to high-iron medium (Lin *et al.* 2011). *P*, the significance of a one-sided resampling test relative to the genomic null for a greater value of the mean, across genes of the iron toxicity response regulon, of ratios of nonsynonymous (K_a_) to synonymous (K_s_) coding sequence variants private to and fixed in the indicated yeast population.

### Reciprocal hemizygote strain construction

Malaysian × wine/European hybrid strains (YHL243 and YHL247, both UWOPS03.461.4 × BC187 hybrids from reciprocal matings) (Table S2) were used to make reciprocal hemizygotes by deleting one allele of the gene of interest (*CCC1*, *YAP5*, or *AFT1*) with a *URA3* cassette (Sikorski and Hieter 1989). The targeted locus was sequenced in each transformant to verify that only one allele was present and to identify the allele.

### Growth assays

For each strain, a preculture was prepared by growth for 4 hr in YPD medium and diluted to 0.1 OD_600_ by resuspension in distilled water. Experimental cultures were then established in triplicate for each strain by diluting this preculture 1:10 in complete synthetic medium (Amberg *et al.* 2005) supplemented with 5 mM FeSO_4_ or supplemented with an equal amount of water as an untreated control for a starting concentration of 0.01 OD_600_ in a 96-well plate to assess growth. Growth was monitored via OD_600_ measurements every 30 min in a Tecan GENios microplate reader. Growth attributes in Figure 2, File S3, and File S4 were calculated from growth curves using the method of Warringer *et al.* (2011) implemented in Python. In Figure 2 and File S3, culturing and analysis were performed for two to four transformants of each reciprocal hemizygote.

**Figure 2:**
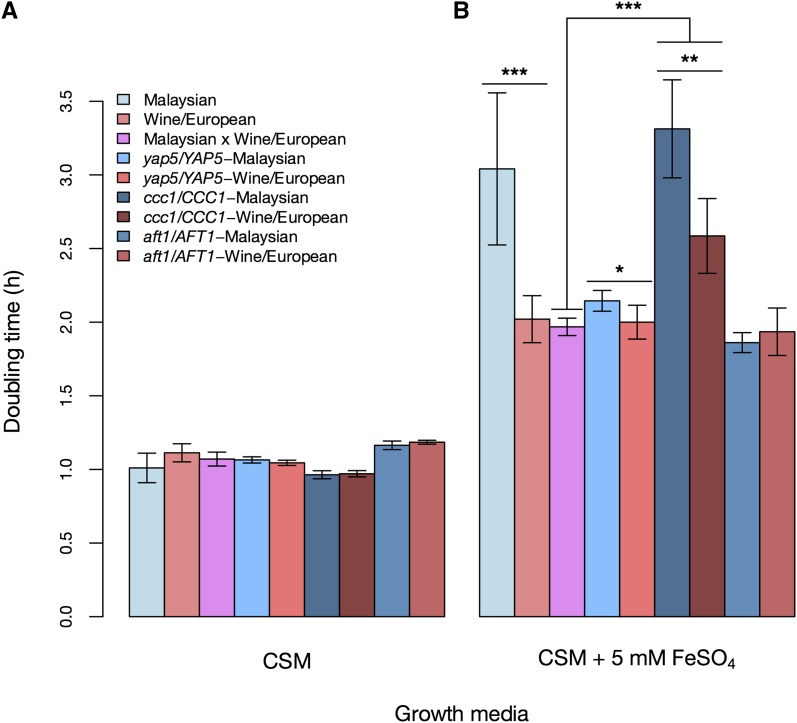
*YAP5* and *CCC1* underlie growth defects of Malaysian yeast in high-iron conditions. Each bar reports the mean doubling time of one yeast strain during log-phase growth in the indicated condition. In each panel, Malaysian and wine/European indicate the average growth across biological replicates of the Malaysian strain UWOPS03.461.4 (n = 9) and the wine/European strain BC187 (n = 9), respectively. Malaysian × wine/European indicates growth of the UWOPS03.461.4 × BC187 hybrid (n = 15). The fourth and fifth bars of each panel report growth of *YAP5* reciprocal hemizygotes in the UWOPS03.461.4 × BC187 hybrid background, with *yap5/YAP5*-Malaysian denoting strains harboring only the allele of *YAP5* from the Malaysian strain (n = 12), and *yap5/YAP5*-wine/European denoting the strains with the wine/European allele of *YAP5* (n = 6). The sixth and seventh bars report growth of *CCC1* reciprocal hemizygotes in the hybrid background, with *ccc1/CCC1*-Malaysian denoting hemizygotes harboring only the allele of CCC1 from the Malaysian strain (n = 12), and *ccc1/CCC1*-wine/European denoting hemizygotes with the wine/European allele of *CCC1* (n = 6). The last two bars report growth of *AFT1* reciprocal hemizygotes in the hybrid background, with *aft1/AFT1*-Malaysian denoting hemizygotes harboring only the allele of *AFT1* from the Malaysian strain (*n* = 6), and *aft1/AFT1*-wine/European denoting hemizygotes with the wine/European allele of *AFT1* (n = 6). Error bars in all panels represent 95% CIs. (A) Complete media without additional FeSO_4_. (B) Complete media supplemented with 5 mM FeSO_4_. ***Significant at Wilcoxon *P* < 0.0005; **Wilcoxon *P* < 0.005; *Wilcoxon *P* < 0.05. Raw measurements are reported in File S3.

### Quantitative PCR

Two biological replicates of each parental strain, two biological replicates of each of two independent transformants of each *AFT1* and *YAP5* reciprocal hemizygote, and two sets of *CCC1* reciprocal hemizygote strains, each comprising two biological replicates of each of two independent transformants, were grown to mid-log phase in YPD medium at 30°. For iron-treated samples, FeSO_4_ was added to a final concentration of 5 mM. After 30 min of incubation at 30°, total RNA was isolated and treated with DNase I as described for RNA-seq, except that for iron-treated samples, RNA was purified on RNeasy columns (Qiagen). For each sample, cDNA was synthesized using SuperScript III reverse transcriptase (Life Technologies) and diluted to 1 ng/µL. Maxima SYBR green (Thermo Scientific) was used for quantitative PCR, with two to three technical replicates for each gene in each strain, on the Mx3000P system (Agilent). Cycle thresholds (Ct) for each replicate were obtained using the MxPro software (Agilent), and gene expression levels relative to *ACT1* were calculated using the 2^−ΔΔCt^ method (Livak and Schmittgen 2001). As a further normalization step for ease of comparison between experiments, the vector of expression measures of a given gene in a given strain background and replicate set was centered with respect to the median across the set. Statistical significance of differential expression between genotypes for a given regulon was assessed by a paired Wilcoxon test. *YAP5* reciprocal hemizygotes did not differ significantly with respect to iron starvation gene expression, and we detected little impact of variation at *AFT1*, *YAP5*, or *CCC1* on iron resistance genes in synthetic complete medium (data not shown).

### K_a_/K_s_ analysis

Multiple sequence alignments were generated for each gene using MUSCLE (Edgar 2004) from genome sequences of all nonmosaic strains as defined by Liti *et al.* (2009) using uncorrected published sequences. The ratio of nonsynonymous to synonymous substitution rates, using the formula for K_a_/K_s_ described by Nei and Gojobori (1986), was calculated for each gene using SNPs fixed in and private to each nonmosaic yeast population, with populations as defined by Liti *et al.* (2009). For each population, we calculated the mean of these K_a_/K_s_ values across all genes of the iron toxicity response regulon as defined. We then repeated this mean K_a_/K_s_ calculation on each of 10,000 random gene groups of the same size as the iron toxicity response regulon, drawn from all genes for which SNP data were available. The proportion of such null gene groups with a mean as extreme as, or more extreme than, the mean of the real regulon was taken to be the empirical *P* value for protein evolutionary rate.

## Results

To survey gene expression programs in wild yeast, we took a comparative approach using three homozygous Malaysian isolates and two homozygotes from a distinct, well-defined wine/European yeast population (Liti *et al.* 2009). We cultured each strain in rich medium and subjected each to transcriptional profiling by RNA-seq (Table S1). 

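One culture of each of the 5 parents was sequenced: the Malaysian isolates UWOPS03.461.4, UWOPS05.217.3 and UWOPS05.227.2 and the wine/European isolates BC187 and RM11-1. Table S1 of the paper lists between 62813354 and 76501254 reads per strain, of which between 28127756 and 37992498 mapped uniquely. The authors deposited whole-number normalized read counts of 5797 genes in each strain. The values summed to 67038479, 63253487 and 66646622 in the Malaysian strains in the order above, to 65266206 in BC187 and to 64458043 in RM11-1. The isolates of a population served as its replicates. Malaysian and wine/European strains were compared on the scale of log2(normalized count + 1) with limma, with a mean-variance trend and the Benjamini-Hochberg correction. This scale understates the change of genes with low values. The comparison covered the 5792 genes with a mean of at least 10 over the 5 strains. The lowest value was 7, 5 and 14 in the 3 Malaysian strains and 0 in both wine/European strains, and ratios of genes near these values have no clear meaning. Across genes, which are not independent replicates, the log2 values of a pair of Malaysian strains had a Pearson correlation between 0.982 and 0.993, and those of the wine/European strains one of 0.959.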

We used the RNA-seq reads to verify and correct coding sequences from low-coverage genomes available for these strains (Liti *et al.* 2009), identifying a total of 46,367 SNPs in coding regions in which all Malaysian strains sequenced harbored one allele and all wine/European strains harbored a second allele (File S1). Mapping to the amended genomes and analysis of the complete set of profiles revealed 601 genes differentially expressed between the populations at a false discovery rate (FDR) of 5% (File S2).

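In the limma comparison, 630 of the 5792 genes had an adjusted *P* under 0.05 between the populations. Of these, 293 were higher and 337 lower in Malaysian yeast, and 298 changed by at least 1 on the log2 scale. Without correction, 1765 genes had a *P* under 0.05. The authors' deposited table of their DESeq comparison calls 601 genes, of which 483 were among the 630, all with the same sign. When a Malaysian strain was left out, the number was 107 without UWOPS03.461.4, 497 without UWOPS05.217.3 and 112 without UWOPS05.227.2. No test was run with 1 wine/European strain left, so how far the number depends on those strains is not known.
Among genes past the threshold, with a value of at least 10 in every strain and the same sign in all 6 pairs of a Malaysian and a wine/European strain, *FLO11*, *ARO9* and YAR035C-A rose most in Malaysian yeast. *ARO9* had a normalized count of 81949 ± 25713 (SD, n = 3) in Malaysian strains and 1319 ± 1375 (SD, n = 2) in wine/European strains, a log2 fold change of 6.48 (standard error 0.79, adjusted *P* = 0.0109 from limma). The adjusted *P* of *ARO9* was 0.0506 without UWOPS03.461.4 and 0.0516 without UWOPS05.227.2. *FLO11* varied within both populations, with 180306 ± 137543 (SD, n = 3) and 494 ± 615 (SD, n = 2). Its adjusted *P* was 0.0282 with all strains, 0.106 without UWOPS03.461.4 and 0.104 without UWOPS05.227.2, and 15.4% of its 100-base windows occur more than once in the S288C reference sequence. *KRS1*, *YHB1* and *EHD3* fell most. The value of *KRS1* was 26.7 ± 15.9 (SD, n = 3) in Malaysian strains and 157422 ± 5389 (SD, n = 2) in wine/European strains, and its log2 fold change was -12.62 (standard error 0.44, adjusted *P* = 0.000337). *EHD3*, the neighbor of *KRS1* in the reference annotation, was at 15 ± 4.58 (SD, n = 3) and 2724 ± 423 (SD, n = 2). Both genes lie close to the lowest values of the Malaysian libraries, so the sizes of their fold changes are uncertain. In the hybrids, the Malaysian allele of *KRS1* was at most 8 and the other allele at least 734. Sequence missing from the Malaysian strains, or only from their genome sequence, may account for the low values of both genes. A fall in their expression is therefore not shown. *YHB1* had a log2 fold change of -9.63 (standard error 0.20, adjusted *P* = 0.000103).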

We sought to focus on patterns of regulatory variation across groups of functionally related genes, which could be a signpost for organismal trait differences between Malaysian and wine/European yeast. For this purpose, we screened gene groups for coherent expression change between the populations. 

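Each gene group was tested for coherent change after the Methods. The log2 fold changes of its members with an adjusted *P* under 0.05 in the limma comparison were summed, and the sum was set against those of 10000 random groups of as many genes drawn from all genes past that threshold. The test was two-sided, with Benjamini-Hochberg adjustment over the 4 groups examined in the parents, and the smallest *P* this permutation of group membership among genes can give is 0.0002. As the group of ribosomal proteins, 137 cytoplasmic ribosomal protein genes were taken by their symbols. Of these, 8 passed the threshold, 6 higher and 2 lower in Malaysian strains, and their log2 fold changes summed to 4.27 (*P* = 0.275, adjusted *P* = 0.275, permutation test over genes). Over all 137 genes, the median log2 fold change was -0.12, with 46 genes higher and 91 lower, and the median was below 0 in all 6 pairs of strains, from -0.18 to -0.03. The sum over all members, past the threshold or not, was -10.47 (*P* = 0.133, permutation over all genes tested). Reads of ribosomal protein genes that have a near-identical copy could be shared with it. Groups other than the ribosomal proteins and the iron groups were not analysed here.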

Testing groups delineated by GO (http://yeastgenome.org) and those defined on the basis of coregulation in classic analyses of laboratory yeast (Gasch *et al.* 2004), we identified seven GO terms and three regulons whose genes were predominantly upregulated, or predominantly downregulated, in Malaysian strains relative to wine/European strains (FDR = 5%) (Table 1). Among these were two sets of genes annotated in iron metabolism for which the Malaysian population was associated with low expression (Figure 1, A and B): targets of Aft1p, a transcription factor regulating iron uptake genes, and the iron ion transport GO term GO:0006826. This largely nonoverlapping pair of gene groups comprises genes that, in studies of laboratory yeast, are expressed at low levels in the presence of excess iron, at moderate levels in standard medium, and at high levels during iron starvation (Yamaguchi-Iwai *et al.* 1996, 2002; Shakoury-Elizeh *et al.* 2004) (Figure 1D).

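The 15 *AFT1* targets and the 27 iron ion transport genes were taken as listed in Figure 1. Of the *AFT1* targets, 7 passed the threshold, all lower in Malaysian strains, and their log2 fold changes summed to -22.78 (*P* = 0.0008, adjusted *P* = 0.0016, permutation test over genes). The median log2 fold change over the 15 genes was -1.25, with 13 genes lower and 2 higher. When adjusted over the list alone, 10 passed the threshold. In all 6 pairs of strains 10 of the 15 genes were lower, where chance would give 10% of unchanged genes if the strains varied independently. Strains of a population that vary together would raise that share. Of the iron ion transport genes, 11 passed the threshold, 10 lower and *FET4* higher. Their sum was -25.55 (*P* = 0.0004, adjusted *P* = 0.0016, same permutation test) and the median over the 27 genes was -0.72, with 21 lower and 6 higher. When adjusted over the list alone, 14 passed, 13 of them lower. The adjusted *P* of both groups was 0.0524 when the signs of the changes were summed in place of their sizes. For the *AFT1* targets, all 7 signs were negative, so that sum could not have been more extreme. Its *P* was still 0.0262 before adjustment (permutation test over genes), so the sum of signs had little room to pass with so few genes. With sizes summed, the adjusted *P* was 0.193 for both without UWOPS03.461.4, with medians of -1.26 for the *AFT1* targets and -0.65 for the transport genes. It was 0.18 for both without UWOPS05.227.2, with medians of -1.13 and -0.69. In these 2 fits, 4 members of each group were set against the 107 and 112 genes past the threshold. The median size of change of those genes was 2.29 and 2.35, against 0.955 with all strains. The higher *P* therefore does not show that the groups changed less.
*FIT2* had a normalized count of 368 ± 26.2 (SD, n = 3) in Malaysian strains and 13048 ± 7867 (SD, n = 2) in wine/European strains, a log2 fold change of -5.00 (standard error 0.38, adjusted *P* = 0.00314 from limma). *FIT3* was at 1001 ± 154 (SD, n = 3) and 29836 ± 11006 (SD, n = 2), a log2 fold change of -4.86 (standard error 0.26, adjusted *P* = 0.00115 from limma). *SIT1* had a log2 fold change of -3.50 (standard error 0.65, adjusted *P* = 0.0319). The other 4 *AFT1* targets past the threshold, *VMR1*, *COT1*, *ARN1* and *FRE6*, had log2 fold changes between -3.12 and -1.60. *SIT1*, *VMR1* and *ARN1* were no longer past the threshold without UWOPS03.461.4 (adjusted *P* = 0.109, 0.0755 and 0.0656) or without UWOPS05.227.2 (adjusted *P* = 0.108, 0.0667 and 0.0751). *FRE4*, a transport gene outside the *AFT1* list, had a log2 fold change of -3.56 (standard error 0.73, adjusted *P* = 0.0387), but it varied between the wine/European strains, with 5964 ± 6090.3 (SD, n = 2), and its adjusted *P* was between 0.0912 and 0.137 when any Malaysian strain was left out. *FET4* rose by 1.05 on the log2 scale (standard error 0.16, adjusted *P* = 0.0176), with an adjusted *P* of 0.073 without UWOPS03.461.4 and 0.0911 without UWOPS05.227.2. *ARN2* had values of 4 to 30 in the 5 strains and its ratio has no clear meaning.

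**Figure D1:**
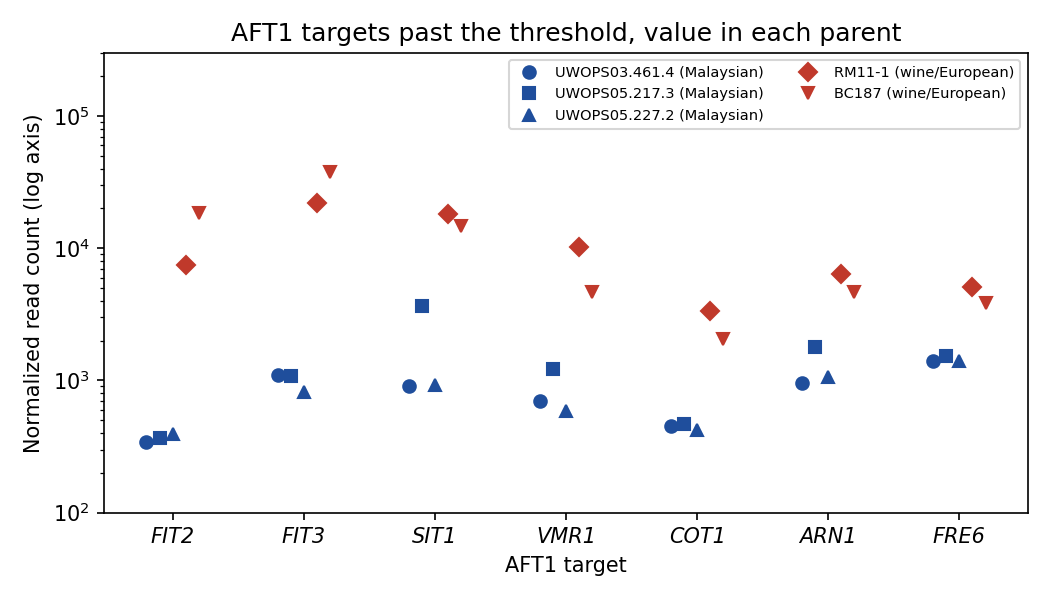
Normalized read count (log axis) of the 7 *AFT1* targets past the threshold in each of the 5 parents, with 1 symbol per strain. Each of the 3 Malaysian strains (blue) lies below both wine/European strains (red) at every gene shown, and UWOPS05.217.3 (square) is the highest Malaysian strain at *SIT1*, *VMR1* and *ARN1*.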

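The lists of Figure 1A and Figure 1B share 10 genes, which are 66.7% of the *AFT1* targets and 37.0% of the iron ion transport genes. Of these 10, 8 were lower in Malaysian strains and 5 passed the threshold, with a median log2 fold change of -1.33. The 5 *AFT1* targets that are not among the transport genes were all lower, and 2 of them passed. Of the 17 transport genes that are not *AFT1* targets, 13 were lower, and their median was -0.56. On these 17 genes, of which 5 were lower and 1 higher past the threshold, the permutation test gave a sum of -8.45 (*P* = 0.106, adjusted *P* = 0.16). This test was chosen after the data had been seen.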

Given the divergent expression of iron starvation genes between Malaysian and wine/European yeasts, we hypothesized that regulation of factors that protect against the toxic effects of excess iron might also be distinct between these two populations. To test this, we used a previously defined suite of genes upregulated by laboratory yeast in iron-toxic conditions (Lin *et al.* 2011), which includes components of the DNA damage and oxidative stress response pathways that we refer to as iron resistance genes. Although, as expected, in the absence of excess iron this regulon was not highly expressed in either population, mRNA levels were modestly but significantly elevated in the Malaysian population (Figure 1C). Thus, Malaysian yeast cultured in standard laboratory conditions repressed iron uptake genes and activated genes involved in resistance to iron toxicity relative to wine/European isolates (Figure 1D).

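The 29 genes of Figure 1C had a median normalized count of 2049.7 in Malaysian and 1699.5 in wine/European strains, which lie at percentile 41.1 and 35.4 of all genes. Above the 90th percentile were 6 of the 29 genes in Malaysian and 4 in wine/European strains. The median log2 fold change between the populations was 0.18, with 20 genes higher and 9 lower in Malaysian strains, and it was above 0 in all 6 pairs of strains, from 0.13 to 0.22. In all 6 pairs 13 genes were higher, where chance would give 10% of unchanged genes if the strains varied independently. Strains of a population that vary together would raise that share. *HSP12* and *RAD16* passed the threshold, both higher, and 5 genes, all higher, did so when adjusted over the list alone. The log2 fold changes of *HSP12* and *RAD16* summed to 3.13 (*P* = 0.12, adjusted *P* = 0.16, permutation test over genes). With limma's fry, a rotation test across libraries that uses all members, the *P* was 0.00236 (adjusted *P* = 0.00472), and over all alternatives that gave one the adjusted *P* lay between 0.00472 and 0.432. *HSP12* had a normalized count of 11424 ± 2877 (SD, n = 3) in Malaysian and 2486 ± 301 (SD, n = 2) in wine/European strains, a log2 fold change of 2.17 (standard error 0.24, adjusted *P* = 0.00882 from limma). *RAD16* had a log2 fold change of 0.96 (standard error 0.21, adjusted *P* = 0.0454). Its adjusted *P* was 0.0545 without a mean-variance trend in the fit, 0.152 without UWOPS03.461.4 and 0.115 without UWOPS05.227.2.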

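Between single strains, the smallest difference in the *AFT1* targets was that of UWOPS05.217.3 from BC187, with a median log2 ratio of -0.63. In the same pair, the iron ion transport genes had a median of -0.34. The largest difference in the *AFT1* targets was that of UWOPS05.227.2 from RM11-1, with a median of -1.86, where the transport genes were at -0.79 and the iron resistance genes at 0.16. In all 6 pairs the medians of both groups of iron starvation genes were below 0 and that of the iron resistance genes was above 0.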

We hypothesized that the molecular differences in iron metabolism between yeast populations could have organism-level correlates in the context of growth during iron challenge. To test this, we first measured growth rates of Malaysian and wine/European parent strains, as well as the wild-type hybrid formed by a mating between them, in iron toxicity conditions and in a complete medium control. In the presence of excess iron, Malaysian parent strains had a marked growth defect, with doubling times increased up to 1.7-fold relative to wine/European isolates (Figure 2 and File S3). This defect acted as a recessive trait, because hybrid strains showed resistance to high-iron treatment on par with that of their wine/European parents (Figure 2 and File S3). We also assessed growth of other environmental yeast isolates and found all to be resistant to iron toxicity (Figure 3 and File S4), with the exception of NCYC110, a member of the broadly stress-sensitive West African population (Zorgo *et al.* 2012).

**Figure 3:**
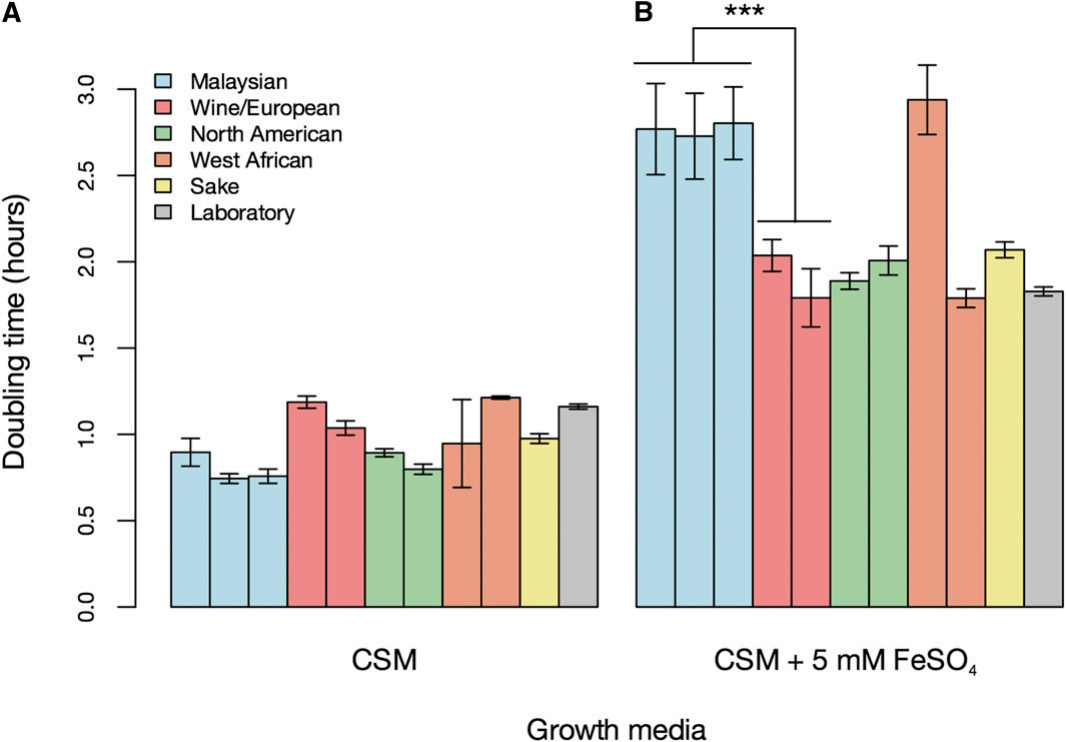
Most non-Malaysian yeast isolates are resistant to high-iron toxicity. Each bar reports the mean doubling time of one yeast strain (n = 3) during log-phase growth in the indicated condition. Each color reports growth of strains from one yeast population as defined by Liti *et al.* (2009): blue, Malaysian (from left to right, strains UWOPS03.461.4, UWOPS05.217.3, UWOPS05.227.2); red, wine/European (BC187, RM11-1); green, North American (YPS606, YPS128); orange, West African (NCYC110, DBVPG6044); yellow, sake (Y12); gray, laboratory (S288C). (A) Complete media without FeSO_4_. (B) Complete media with 5 mM FeSO_4_. ***Significant at Wilcoxon *P* < 0.0005. Error bars represent 95% CIs. Raw measurements are reported in File S4.

We next sought to dissect the genetic basis of divergence in iron metabolism regulation among Malaysian strains using a candidate gene framework. 

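In the hybrids, 14 of the *AFT1* targets, 26 of the iron ion transport genes and 28 of the iron resistance genes had a mean normalized count of at least 10. Of the *AFT1* targets, 3 had an adjusted *P* under 0.05 between alleles: *COT1* and *FRE6*, with the Malaysian allele lower, and *FIT1*, with the Malaysian allele higher. The permutation test over genes for a common direction gave a sum of log2 ratios of -0.85 (*P* = 0.902, adjusted *P* = 0.902, with Benjamini-Hochberg adjustment over the 3 groups examined in the hybrids). The median log2 ratio over the 14 genes was -0.04, with 7 genes higher and 7 lower, and it was 0.03 without a filter on low values and -0.13 over the 12 genes with a mean of at least 100. For the iron ion transport genes, with *FRE6*, *FIT1* and *FET4* past the threshold, the sum was 2.40 (*P* = 0.412, adjusted *P* = 0.838, permutation test) and the median 0.15, with 16 genes higher and 10 lower. *RAD16* was the only iron resistance gene past the threshold (adjusted *P* = 0.838 for the group), and the median of that group was 0.16, with 23 genes higher and 5 lower. With the alleles paired by hybrid in the fit, 6 *AFT1* targets (3 with the Malaysian allele higher), 8 transport genes (4 higher) and 5 iron resistance genes (3 higher) passed, with adjusted *P* of 0.98, 0.911 and 0.911 for the groups (permutation test over genes). When adjusted over the list alone, 3, 5 and 3 genes of these groups passed in the unpaired fit. Whether the groups differ between parents and hybrids was not tested.
At *COT1*, the normalized count of the Malaysian allele was 179 ± 12.9 (SD, n = 3 hybrids) and that of the wine/European allele 623 ± 168 (SD, n = 3), a log2 ratio of -1.75 (standard error 0.23, adjusted *P* = 0.012 from limma). At *FET4*, the Malaysian allele was at 3212 ± 613 (SD, n = 3) and the wine/European allele at 1181 ± 495 (SD, n = 3) (adjusted *P* = 0.0447 from limma). The adjusted *P* of *FET4* was between 0.0513 and 0.0573 with either other scaling or without a mean-variance trend, and that of *FRE6*, 0.0437, was 0.0626 without a trend. Without YHL063, none of the 5 genes *COT1*, *FRE6*, *FIT1*, *FET4* and *RAD16* passed, with adjusted *P* from 0.314 to 0.505. Of the same 5, only *FET4* passed without YHL058 (adjusted *P* = 0.0116) and only *COT1* without YHL065 (adjusted *P* = 0.0306).
Across the 5738 genes tested in both tables, the parental log2 fold change and the allelic log2 ratio had a Pearson correlation of 0.531 and a Spearman correlation of 0.472. Genes are not independent replicates, and no *P* is given for these. With 10 added to each value in place of 1, Pearson's correlation was 0.505. Of the 629 genes past the threshold between parents that were also tested in the hybrids, 542 (86.2%) had an allelic ratio of the same sign, and 136 passed the threshold in both. The share of equal signs over all genes was 65.3%. The paper uses the allele ratios to decide where to look for causative variants.

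**Figure D2:**
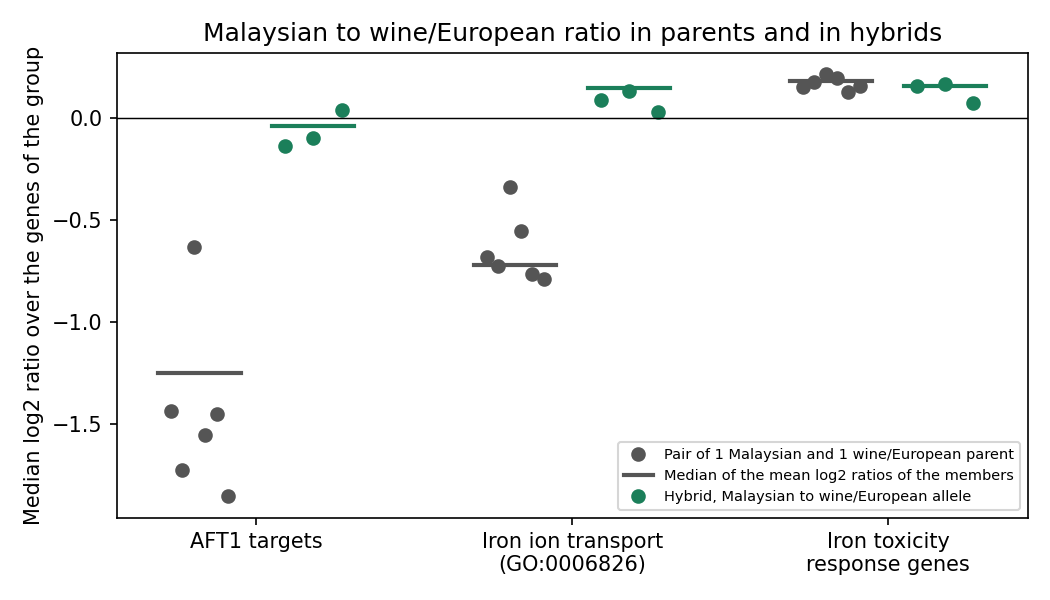
Median log2 ratio of Malaysian to wine/European expression over the genes of each iron group, in each pair of 1 Malaysian and 1 wine/European parent (gray points) and between the alleles of each hybrid (green points), with lines at the median of the mean log2 ratios of the members. For the *AFT1* targets and the iron ion transport genes, all 6 pairs of parents lie below 0, and the *AFT1* targets lie between -0.13 and 0.04 in the 3 hybrids.

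**Figure D3:**
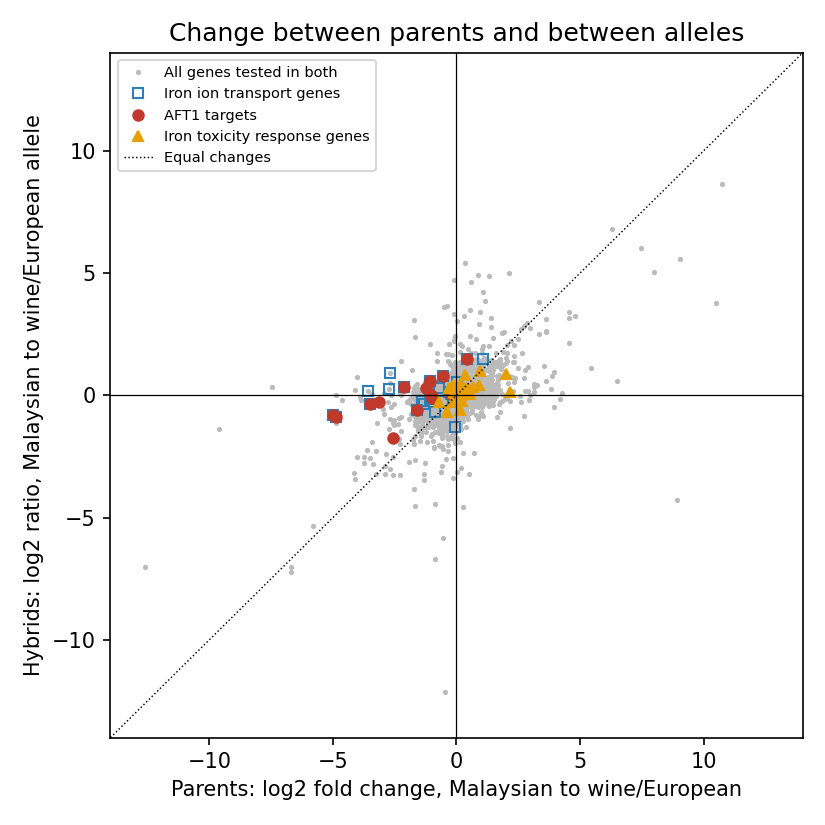
Log2 fold change between parents (horizontal axis) and log2 ratio between alleles in the hybrids (vertical axis) for the 5738 genes tested in both (gray), with the genes of the 3 iron groups in color and a dotted line at equal changes. Of the 14 *AFT1* targets, 7 lie above 0 and 7 below 0 on the vertical axis.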

We expected that causative variants would likely act in *trans* on the iron metabolism machinery, because measurements of allele-specific expression in Malaysian × wine/European hybrids showed no strong signals of coherent *cis*-regulatory variation in iron metabolism genes (Table S1, File S5, and File S6). Likewise, sequence-based analyses revealed no striking promoter variation in iron metabolism genes (data not shown). To identify candidate *trans*-acting loci underlying growth and regulatory traits, we searched the genome for nonsynonymous coding polymorphisms unique to the Malaysian population in components of the iron metabolism gene network. Among the resulting gene hits, we focused on two known to be essential in laboratory yeast for growth in high-iron conditions (Li *et al.* 2001; L. Li *et al.* 2008): the transcription factor *YAP5*, which activates genes in response to treatment with excess iron, and *CCC1*, a transporter that sequesters iron ions in the vacuole (Figure 1D). We also chose for molecular validation the transcription factor *AFT1*, a protein that has been characterized for its activity in low levels of iron as a regulator of the iron-scavenging genes emerging from our original RNA-seq analysis (Shakoury-Elizeh *et al.* 2004) (Figure 1, A and D). In all three protein sequences, we observed nonconservative amino acid changes in Malaysian strain genomes (Figure S1).

To investigate the role of our candidate genes in the Malaysian growth phenotype in high iron, we used reciprocal hemizygote analysis (Steinmetz *et al.* 2002) for each candidate locus as follows. In the diploid hybrid formed by mating a haploid Malaysian strain to a haploid wine/European, we knocked out each allele in turn of the gene of interest. The resulting hybrid strains in such a pair were isogenic to one another throughout the genome except at the hemizygous locus, where each strain harbored only one of the two alleles from the parent strains. Any phenotypic differences between the strains of a hemizygote pair could thus be ascribed to variation at the manipulated site. We cultured reciprocal hemizygote strains for *AFT1*, *YAP5*, and *CCC1* in high-iron conditions and in a complete medium control, along with the wild-type parents, and we measured growth rates of each strain in each case. The results revealed a 1.2-fold difference in iron resistance between strains bearing the Malaysian and wine/European alleles of *CCC1* and a more modest (1.05-fold), although still significant, effect on iron resistance of variation in *YAP5* (Figure 2 and File S3). In each case, the Malaysian allele of the respective gene compromised growth in high-iron conditions, mirroring the known effects of engineered null mutations at these loci (Li *et al.* 2001; L. Li *et al.* 2008).

Expression measurements also supported a model of losses of function at Malaysian orthologs of *CCC1* and *YAP5*: the Malaysian allele of *CCC1* drove upregulation of iron starvation genes and iron resistance genes in standard complete medium and high-iron conditions, respectively, whereas the Malaysian allele of *YAP5* reduced expression of iron resistance genes in high-iron conditions (Figure 4, Figure S2, File S7, and File S8), consistent with the behavior of hypomorphs at these loci (Li *et al.* 2001; L. Li *et al.* 2008; Lin *et al.* 2011). Additionally, strains hemizygous for *CCC1* grew more slowly than wild-type hybrids in high-iron medium regardless of which allele they carried (Figure 2 and File S3), reflecting haploinsufficiency of *CCC1* with respect to iron resistance. As expected, variation in *AFT1*, which functions primarily in conditions of iron starvation (Figure 1D), had little impact on growth when iron was present in excess (Figure 2 and File S3). However, the Malaysian allele of *AFT1* had a significant regulatory effect in reciprocal hemizygotes, driving upregulation of iron starvation genes during growth in complete medium (Figure 4, Figure S2, and File S7) in a manner consistent with a gain-of-function mutation (Shakoury-Elizeh *et al.* 2004). We conclude that the growth defect of Malaysian yeast in the presence of excess iron is attributable, in part, to alleles that act at losses of function at the iron resistance genes *YAP5* and *CCC1*. With respect to gene regulation, the Malaysian genome harbors alleles with both activating and repressing effects on iron metabolism, reflecting a complex genetic model that involves *YAP5* and *CCC1* as well as *AFT1*.

**Figure 4:**
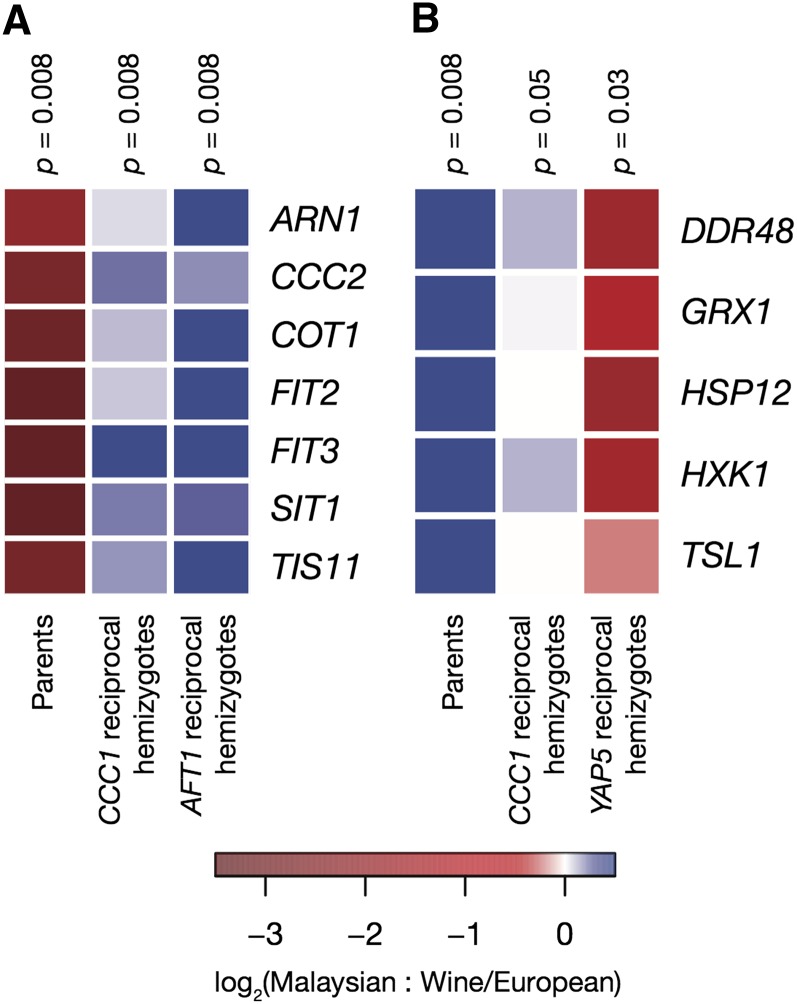
Regulatory impact of variation in *AFT1*, *CCC1*, and *YAP5* between Malaysian and wine/European yeast. Each panel reports the regulatory effects of variation at iron metabolism genes in yeast cultured in one growth medium. In a given panel, each row reports comparisons between the effects of Malaysian and wine/European genotypes on expression of an iron starvation (Gasch *et al.* 2004) or iron resistance (Lin *et al.* 2011; Pimentel *et al.* 2012) target gene. Color in each cell represents a ratio of the expression measurements from two strains. A given cell in the first column reports the ratio, for the indicated target gene, of the expression in a homozygous Malaysian strain (UWOPS03.461.4), as a median across replicates (n = 2), to that in a homozygous wine/European strain (BC187). A given cell in each remaining column reports expression as a median across replicates in a Malaysian-wine/European hemizygote (UWOPS03.461.4 × BC187) bearing the Malaysian allele of the indicated variant locus (*CCC1*, n = 8; *AFT1*, n = 4; *YAP5*, n = 4) relative to the median expression in the hemizygote bearing the wine/European allele. (A) Iron starvation genes in synthetic complete medium. (B) Iron resistance genes in synthetic complete medium supplemented with 5 mM FeSO_4_. Values at the top of each column report the results of a paired Wilcoxon test for the significance of the differences in expression, across genes of the regulon, between the indicated genotypes. Individual replicate measurements are reported in Figure S2 and raw data are reported in File S7 and File S8.

We next aimed to investigate signatures of natural selection on iron metabolism in Malaysian yeast, complementing our expression-based and phenotype-based analyses with sequence-based tests. Using SNPs private to and conserved in each of five yeast populations characterized by Liti *et al.* (2009), we estimated ratios of nonsynonymous to synonymous substitution rates in coding regions of iron metabolism genes and compared these rates to those of the rest of the genome. The results, shown in Table 2, revealed a 1.6-fold elevation of protein evolutionary rate in Malaysian yeast in genes activated during high-iron exposure, with no such effect detectable in any other yeast population. Iron starvation genes exhibited no signature of non-neutral sequence divergence in any population (data not shown). These results provide evidence for a unique history of a change of selective pressure on iron resistance genes in Malaysian yeast, lending further support to the notion of derived iron-response behaviors in the Malaysian population.

## Discussion

Against a backdrop of hundreds of comparative transcriptomic studies in many species, the power of expression divergence as a predictor of trait variation has remained largely invalidated. To establish Malaysian yeast as a test bed for the reverse ecology approach, we generated expression profiles from cultures grown in standard conditions, and we used these data as a point of departure for a study of regulatory and growth phenotypes in the presence of excess iron. Although several elegant studies have characterized growth traits in yeast populations (Warringer *et al.* 2011; Hodgins-Davis *et al.* 2012; Zorgo *et al.* 2012), to date the degree of divergence between strains in iron sensitivity has been unknown. Our expression measurements, growth assays, and molecular genetic manipulations confirmed the iron sensitivity of Malaysian yeast and the role of three candidate genes, *AFT1*, *YAP5*, and *CCC1*, in regulatory and growth phenotypes.

What are the evolutionary forces that have driven divergence of iron metabolism in Malaysian yeast? The behavior of the Malaysian *YAP5* and *CCC1* alleles as losses of function, and the sequence-based evidence for non-neutral evolution of the coding regions of iron resistance genes, support a model of specialization by Malaysian strains to a low-iron environment. In one evolutionary scenario, reduced exposure to high-iron conditions in the Malaysian niche would have relaxed the strength of purifying selection on the iron toxicity response, allowing Malaysian yeasts to accumulate mutations in this gene network. Additionally, given the gain-of-function behavior of the Malaysian allele of *AFT1*, it is tempting to speculate that negative regulatory control of this activator of the iron starvation response has been eliminated in Malaysian yeast to sidestep iron-sensing mechanisms and raise expression of iron transporters and scavengers as would be suitable for a constant, low-iron environment. By contrast, the avid iron uptake and functional vacuolar iron storage of wine/European strains would reflect a need for flexible iron homeostasis machinery that can respond more fully to environmental change. Taken together, our findings provide a case in which the rare and often deleterious mutations that litter wild yeast genomes (Zorgo *et al.* 2012) follow a compelling evolutionary logic. A broader involvement of additional metals is suggested by the growth defect of a Malaysian isolate in high-copper medium (Hodgins-Davis *et al.* 2012). The emerging picture is one in which the Malaysian yeast population has experienced unique evolutionary pressures on metal metabolism, highlighting the palm flower niche of these microbes as a driver of evolutionary change.

Although we successfully harnessed expression profiles to identify an evolutionarily relevant trait difference between yeast populations, our results leave open the question of the molecular basis of the expression patterns themselves. In reciprocal hemizygote experiments, the most striking regulatory effects of our candidate genes were in directions that opposed the patterns of divergence in parental homozygotes: Malaysian alleles at the *YAP5* and *AFT1* transcription factors drove downregulation of iron resistance genes and upregulation of iron starvation genes, respectively, contrasting with the high and low expressions of these gene sets, respectively, in Malaysian parental strains. Given the prevalence of transgressive segregation in the genetics of gene expression variation within species (Gibson and Weir 2005), we favor a model in which the regulatory program of Malaysian homozygotes is an indirect regulatory response to a suite of defects in iron resistance genes in Malaysian homozygotes, one which obscures the transgressive contribution of *YAP5* and *AFT1* in the purebred context. However, our experiments do not rule out the possibility that alleles of *YAP5* and *AFT1* exert different effects in the parental background than they do in the hybrid. Future work will establish the potential for epistasis among our candidate loci and between each gene and the genetic background using the loci we have validated here as a springboard to deepen our mechanistic understanding of the regulatory and growth behaviors of Malaysian isolates.

Our work makes clear that expression profiles can be used as a powerful hypothesis generator for the study of organismal trait variation. This reverse ecology paradigm is likely to be most successful when coherent regulatory change in well-annotated pathways underlies, or responds to, change in a phenotype. With the increased availability of functional genomic resources in many taxa, the expression-based approach will likely prove to be broadly applicable in the genetic dissection of differences between populations and species.

## Supplementary Material

Supporting Information

# Supplementary material for: Divergence of Iron Metabolism in Wild Malaysian Yeast
**Source:** G3 (Bethesda). 2013 Oct 18;3(12):2187–94. doi: 10.1534/g3.113.008011
**Supplement:** Supporting Information

Divergence of Iron Metabolism in Wild Malaysian Yeast — Supporting Information 

# Divergence of Iron Metabolism in Wild Malaysian Yeast

## Supporting Information for Lee *et al.*, 2013

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S2, Files S1-S8, and Tables S1-S2 (PDF, 1 MB)
- Figure S1 - Coding variants private to Malaysian yeast strains in iron-metabolism genes. (PDF, 1 MB)
- Figure S2 - Regulatory impact of variation in *AFT1, CCC1,* and *YAP5* between Malaysian and wine/European yeast. (PDF, 444 KB)
- Table S1 - RNA-seq statistics. (PDF, 313 KB)
- Table S2 - Strains used in this work. (PDF, 325 KB)
- Contents of Files S1-S8 - Complete descriptions of the contents of Files S1-S8 (PDF, 434 KB)
- File S1 - Single-nucleotide polymorphisms in Malaysian and wine/European coding sequences inferred from RNA-seq (.zip, 1017 KB)
- File S2 - Expression profiles of Malaysian and wine/European yeast, measured by RNA-seq (.zip, 339 KB)
- File S3 - Expression profiles of hybrid strains formed by a mating between Malaysian and wine/European yeast, measured by RNA-seq (.zip, 4 KB)
- File S4 - Directional *cis*-regulatory variation between Malaysian and wine/European yeast in co-regulated gene groups (.zip, 2 KB)
- File S5 - Expression of iron-starvation genes in Malaysian and wine/European parent strains and reciprocal hemizygotes in standard conditions, measured by quantitative PCR (.zip, 316 KB)
- File S6 - Expression of iron-resistance genes in Malaysian and wine/European parent strains and reciprocal hemizygotes in high-iron conditions, measured by quantitative PCR (.zip, 26 KB)
- File S7 - Growth attributes, in standard conditions and in high iron, of Malaysian and wine/European yeast, their hybrids, and reciprocal hemizygotes for *AFT1, YAP5,* and *CCC1* (.zip, 3 KB)
- File S8 - Growth attributes, in standard conditions and in high iron, of a panel of environmental yeast isolates (.zip, 2 KB)

# Supplementary material for: Divergence of Iron Metabolism in Wild Malaysian Yeast
**Source:** G3 (Bethesda). 2013 Oct 18;3(12):2187–94. doi: 10.1534/g3.113.008011
**Supplement:** Supporting Information

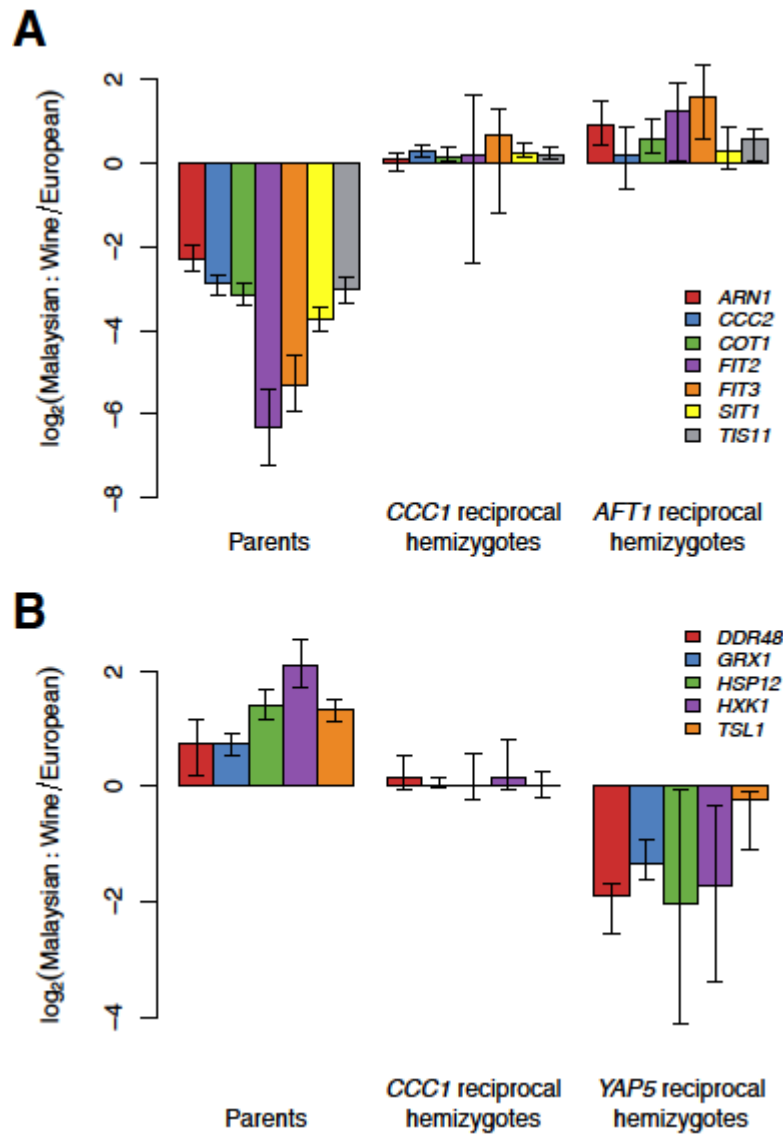

**Figure S2 Regulatory impact of variation in *AFT1*, *CCC1*, and *YAP5* between Malaysian and wine/European yeast.** Data are as in Figure 4 of the main text except that distributions of expression measurements across experimental replicates are shown. Each panel reports expression of iron-starvation (GASCH *et al.* 2004) and iron-resistance (LIN *et al.* 2011; PIMENTEL *et al.* 2012) genes as ratios of the levels measured in two strains derived from a Malaysian (UWOPS03.461.4) and a wine/European strain (BC187). At left in each row, each bar reports the median across replicates ( $n = 2$ ) of the ratio of expression of the indicated gene between a Malaysian homozygote and a wine/European homozygote. In each remaining panel, each bar reports the median across replicates (*CCC1*,  $n = 8$ ; *AFT1*,  $n = 4$ ; *YAP5*,  $n = 4$ ) of the ratio of expression of the indicated gene between a Malaysian-wine/European hemizygote bearing the Malaysian allele of the indicated variant locus, and the hemizygote bearing the wine/European allele. Error bars report 95% confidence intervals. (A) Iron-starvation genes in synthetic complete medium. (B) Iron-resistance genes in synthetic complete medium supplemented with 5 mM FeSO<sub>4</sub>. Raw data are reported in Supplementary Data Sets 7 and 8.

# Supplementary material for: Divergence of Iron Metabolism in Wild Malaysian Yeast
**Source:** G3 (Bethesda). 2013 Oct 18;3(12):2187–94. doi: 10.1534/g3.113.008011
**Supplement:** Supporting Information

**Table S1 RNA-seq statistics.**

| LIBRARY                | TOTAL READS | UNIQUELY MAPPING READS |
|------------------------|-------------|------------------------|
| UWOPS03.461.4          | 70,275,289  | 37,992,498             |
| UWOPS05.217.3          | 76,341,920  | 34,547,610             |
| UWOPS05.227.2          | 63,801,895  | 28,127,756             |
| BC187                  | 62,813,354  | 35,442,506             |
| RM11-1                 | 76,501,254  | 35,055,758             |
| UWOPS03.461.4 x BC187  | 137,307,729 | 28,763,569             |
| UWOPS03.461.4 x RM11-1 | 164,905,032 | 31,783,714             |
| UWOPS05.217.3 x BC187  | 47,399,026  | 6,133,068              |

# Supplementary material for: Divergence of Iron Metabolism in Wild Malaysian Yeast
**Source:** G3 (Bethesda). 2013 Oct 18;3(12):2187–94. doi: 10.1534/g3.113.008011
**Supplement:** Supporting Information

**Table S2 Strains used in this work.**

| STRAIN NAME       | PARENTS                 | GENOTYPE                                                          | SOURCE            |
|-------------------|-------------------------|-------------------------------------------------------------------|-------------------|
| UWOPS03.461.4     |                         | <i>MATa/α HO</i>                                                  | NCYC              |
| UWOPS05.217.3     |                         | <i>MATa/α HO</i>                                                  | NCYC              |
| UWOPS05.227.2     |                         | <i>MATa/α HO</i>                                                  | NCYC              |
| BC187             |                         | <i>MATa/α HO</i>                                                  | NCYC              |
| UWOPS03.461.4 a/α |                         | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX</i>                             | NCYC              |
| UWOPS05.217.3 a/α |                         | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX</i>                             | NCYC              |
| UWOPS05.227.2 a/α |                         | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX</i>                             | NCYC              |
| BC187 a/α         |                         | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX</i>                             | NCYC              |
| RM11-1            | RM11-1a x RM11-1b       | <i>MATa/α ura3 hoΔ::kanMX lys2/LYS2 leu2/LEU2</i>                 | Brem et al., 2002 |
| YPS128            |                         | <i>MATa ura3Δ::kanMX hoΔ::hphMX</i>                               | NCYC              |
| YPS606            |                         | <i>MATa ura3Δ::kanMX hoΔ::hphMX</i>                               | NCYC              |
| Y12               |                         | <i>MATa ura3Δ::kanMX hoΔ::hphMX</i>                               | NCYC              |
| NCYC110           |                         | <i>MATa ura3Δ::kanMX hoΔ::hphMX</i>                               | NCYC              |
| S288c             | BY4716 x BY4741         | <i>MATa/α lys2/LYS2 leu2/LEU2 his3/HIS3 met15/MET15 ura3/URA3</i> | this study        |
| UWOPS03.461.4 a   |                         | <i>MATa ura3Δ::kanMX hoΔ::hphMX</i>                               | NCYC              |
| UWOPS03.461.4 α   |                         | <i>MATα ura3Δ::kanMX hoΔ::hphMX</i>                               | NCYC              |
| UWOPS05.217.3 a   |                         | <i>MATa ura3Δ::kanMX hoΔ::hphMX</i>                               | NCYC              |
| UWOPS05.217.3 α   |                         | <i>MATα ura3Δ::kanMX hoΔ::hphMX</i>                               | NCYC              |
| BC187 a           |                         | <i>MATa ura3Δ::kanMX hoΔ::hphMX</i>                               | NCYC              |
| BC187 α           |                         | <i>MATα ura3Δ::kanMX hoΔ::hphMX</i>                               | NCYC              |
| RM11-1a           |                         | <i>MATa leu2 ura3 hoΔ::kanMX</i>                                  | Brem et al., 2002 |
| RM11-1b           |                         | <i>MATα lys2 ura3 hoΔ::kanMX</i>                                  | Brem et al., 2002 |
| YHL058            | UWOPS03.461.4 x RM11-1b | <i>MATa/α HO/hoΔ::kanMX</i>                                       | this study        |
| YHL063            | UWOPS03.461.4 x BC187   | <i>MATa/α HO</i>                                                  | this study        |
| YHL065            | UWOPS05.217.3 x BC187   | <i>MATa/α HO</i>                                                  | this study        |

|        |                           |                                                                      |            |
|--------|---------------------------|----------------------------------------------------------------------|------------|
| YHL243 | UWOPS03.461.4 α x BC187 a | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX</i>                                | this study |
| YHL247 | UWOPS03.461.4 a x BC187 α | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX</i>                                | this study |
| YHL387 | YHL243                    | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX aft1Δ::URA3/AFT1-Malaysian</i>     | this study |
| YHL388 | YHL243                    | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX aft1Δ::URA3/AFT1-Wine/European</i> | this study |
| YHL389 | YHL243                    | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX aft1Δ::URA3/AFT1-Malaysian</i>     | this study |
| YHL409 | YHL243                    | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX yap5Δ::URA3/YAP5-Malaysian</i>     | this study |
| YHL410 | YHL243                    | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX yap5Δ::URA3/YAP5-Malaysian</i>     | this study |
| YHL411 | YHL243                    | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX yap5Δ::URA3/YAP5-WineEuropean</i>  | this study |
| YHL413 | YHL247                    | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX yap5Δ::URA3/YAP5-Malaysian</i>     | this study |
| YHL414 | YHL247                    | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX yap5Δ::URA3/YAP5-WineEuropean</i>  | this study |
| YHL415 | YHL247                    | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX yap5Δ::URA3/YAP5-Malaysian</i>     | this study |
| YHL449 | YHL243                    | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX ccc1Δ::URA3/CCC1-Wine/European</i> | this study |
| YHL450 | YHL243                    | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX ccc1Δ::URA3/CCC1-Malaysian</i>     | this study |
| YHL451 | YHL243                    | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX ccc1Δ::URA3/CCC1-Malaysian</i>     | this study |
| YHL459 | YHL243                    | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX ccc1Δ::URA3/CCC1-Wine/European</i> | this study |
| YHL452 | YHL247                    | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX ccc1Δ::URA3/CCC1-Wine/European</i> | this study |
| YHL455 | YHL243                    | <i>MATa/α ura3Δ::kanMX hoΔ::hphMX aft1Δ::URA3/AFT1-Wine/European</i> | this study |

---

# Supplementary material for: Divergence of Iron Metabolism in Wild Malaysian Yeast
**Source:** G3 (Bethesda). 2013 Oct 18;3(12):2187–94. doi: 10.1534/g3.113.008011
**Supplement:** Supporting Information

**File S1 Single-nucleotide polymorphisms in Malaysian and wine/European coding sequences inferred from RNA-seq.** Each file reports single-nucleotide polymorphisms (SNPs) in open reading frames of one yeast strain, called with respect to the genome of the reference laboratory strain S288C ([www.yeastgenome.org](http://www.yeastgenome.org)). In a given file, each row reports genotype information at one SNP position: the first column gives the chromosome identifier, the second column gives the position on the indicated chromosome, the third and fourth columns give the base present in the reference genome and the strain of interest, respectively, and the fifth column gives the Phred score of the genotype call.

**File S2 Expression profiles of Malaysian and wine/European yeast, measured by RNA-seq.** Each row reports a comparison of the expression of one gene between homozygote Malaysian (UWOPS03.461.4, UWOPS05.217.3, and UWOPS05.227.2) and wine/European (BC187 and RM11-1) yeast strains grown in standard culture conditions. For a given row, the second through sixth columns report raw counts of RNA-seq reads mapped to the indicated gene in libraries from the indicated strain. 

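The values in these columns are whole numbers, and their upper quartile is 6442 in each of the 5 libraries, although the libraries differ in their number of uniquely mapped reads. Raw counts of libraries of different depth would not share an upper quartile. The mean columns equal the plain means of the library columns. The values are therefore read counts after normalization, rounded to whole numbers. In every library the highest value is held by 10 genes, which is also the case in the allele columns of the hybrids.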

The remaining columns report the results of normalization and statistical testing from the DEseq software suite (Anders, Huber 2010): mean, average normalized expression of the indicated gene over all strains; WE\_mean, average normalized expression across wine/European strains; M\_mean, average normalized expression across Malaysian strains; foldChange and log2FoldChange, ratio and log<sub>2</sub> ratio of the normalized mean expression in Malaysian strains relative to wine/European strains; pval, *p*-value assessing significance, in a negative binomial-based test, of the differential expression between populations; padj, corrected *p*-value by the Benjamini-Hochberg method.

**File S3 Expression profiles of hybrid strains formed by a mating between Malaysian and wine/European yeast, measured by RNA-seq.** Each row reports comparisons of the expression of the Malaysian allele of a gene to that of the wine/European allele of a gene, in hybrids formed by matings of Malaysian and wine/European strains. For a given gene, the second through sixth columns report raw counts of RNA-seq reads mapped to the indicated allele (M, Malaysian; WE, wine/European) in one hybrid strain, with identifiers as in Supplementary Table 2: YHL058, the Malaysian UWOPS03.461.4 mated to the wine/European RM11; YHL063, the Malaysian UWOPS03.461.4 mated to the wine/European BC187; YHL065, UWOPS05.217.3 mated to BC187. The remaining columns report the results of normalization and statistical testing from the DEseq software suite (Anders, Huber 2010): mean, average normalized expression of the indicated gene over all strains and alleles; WE\_mean, average normalized expression across the wine/European alleles of all strains; M\_mean, average normalized expression of the Malaysian alleles across all strains; foldChange and log2FoldChange, ratio and log<sub>2</sub> ratio of the normalized mean expression of the Malaysian allele across all strains relative to that of the wine/European allele; pval, *p*-value assessing significance, in a negative binomial-based test, of differential allele-specific expression considering measures across the strains as replicates; padj, corrected *p*-value by the Benjamini-Hochberg method.

**File S4 Directional *cis*-regulatory variation between Malaysian and wine/European yeast in co-regulated gene groups.** Each row reports the results of a test for directional coherence of *cis*-regulatory variation between Malaysian and wine/European yeast in one group of functionally related genes, measured using reads uniquely mapped to each parent's allele of a given gene in turn, in hybrids formed by mating Malaysian and wine/European strains. Group, identifier of regulon from (Gasch et al. 2004) or Gene Ontology term. Upregulated, population with elevated expression; gene groups with an average expression difference of 0 between the populations are denoted with NA. Adjusted *p*-value, significance of a two-sided resampling test relative to the genomic null for an extreme value of the sum, across genes of the indicated regulon, of the log<sub>2</sub> ratio of expression of the Malaysian allele of a given gene to expression of the wine/European allele, assessed using all isolates from each population and corrected for multiple testing with the Benjamini-Hochberg method. An additional test, not shown, for directional *cis*-regulatory variation across genes in a *ccc1* laboratory strain compared to wild-type during high-iron treatment (Lin et al. 2011) yielded a nominal *p*-value of 0.12.

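Among the 28 genes of Figure 1C that could be examined in the hybrids, the resampling test on the 1 gene past the threshold gave an unadjusted *P* of 0.559. With the sum over all 28 members, set against random groups from all genes tested, the *P* was 0.14, and with fry it was 0.0234 (adjusted *P* = 0.0703). The median log2 ratio of these genes was 0.16 in YHL058, 0.17 in YHL063 and 0.08 in YHL065, with 19, 18 and 19 of them higher from the Malaysian allele.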

**File S5 Expression of iron-starvation genes in Malaysian and wine/European parent strains and reciprocal hemizygotes in standard conditions, measured by quantitative PCR.** Each column reports comparisons between the effects of Malaysian and wine/European genotypes on expression of an iron-starvation gene during growth in standard medium. The first six rows report expression in a Malaysian (UWOPS03.461.4) and a wine/European strain (BC187). The remaining rows report expression in reciprocal hemizygote pairs in the UWOPS03.461.4 x BC187 background. Each identifier of the form xxx/XXX-Malaysian denotes a reciprocal hemizygote bearing only the Malaysian allele of the gene of interest, and xxx/XXX-wineEuropean denotes a hemizygote bearing only the wine/European allele. In row headings, each numerical value represents one biological replicate, and each row reports one technical replicate.

**File S6 Expression of iron-resistance genes in Malaysian and wine/European parent strains and reciprocal hemizygotes in high-iron conditions, measured by quantitative PCR.** Data are as in File S5 except that strains were cultured in standard medium supplemented with 5 mM FeSO<sub>4</sub>, and iron-resistance gene expression was measured.

**File S7 Growth attributes, in standard conditions and in high iron, of Malaysian and wine/European yeast, their hybrids, and reciprocal hemizygotes for *AFT1*, *YAP5*, and *CCC1*.** Each row reports growth measurements, fitted to growth curves using the method of (Warringer et al. 2011), from one yeast culture in complete synthetic medium mock-treated (CSM) or treated with 5 mM FeSO<sub>4</sub>. Strain names are as in Table S2. Hybrid, wild-type diploid formed by a mating between a Malaysian and a wine/European strain. Each identifier of the form xxx/XXX-Malaysian denotes a reciprocal hemizygote bearing only the Malaysian allele of the gene of interest, and xxx/XXX-wineEuropean denotes a hemizygote bearing only the wine/European allele. Doubling time, the inverse of the slope of a line fitted to the relationship between time (in hours) and cell density during log-phase growth; lag time, the *x*-intercept of a line fitted to the relationship between time (in hours) and cell density between inoculation and the onset of log-phase growth; efficiency, the ratio between the cell density at the end of a culture and the density at the start.

**File S8 Growth attributes, in standard conditions and in high iron, of a panel of environmental yeast isolates.** Data are as in File S7 except that wild-type isolates from each of the yeast populations defined in (Liti et al. 2009) were analyzed.

How the deposited data were processed for this re-analysis (not part of the article)

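RNA-seq was measured in 5 parents (3 Malaysian and 2 wine/European isolates) and 3 Malaysian × wine/European hybrids, with 1 culture and 1 library of each, grown in rich medium at 30°. According to the paper, reads were mapped with Bowtie to strain genomes amended with SNPs, only uniquely mapping reads without mismatches were kept, and hybrid reads were mapped to the joined genomes of both parents. Reads were summed per gene by the authors and normalized with EDASeq, which makes the deposited values a score in the unit of read counts. The authors compared populations and alleles with DESeq, and their deposited fold change is the ratio of the plain means, with its log2 value beside it. The deposited p-values and their corrected p-values also come from the authors' comparison. The deposited tables, 1 for the parents and 1 for the hybrids, hold normalized read counts rounded to whole numbers for 5797 genes. Of the gene identifiers, 5792 were found in the annotation of the S288C assembly R64. Because normalized values equalize the libraries, the depth behind a value is known only from the paper's numbers of uniquely mapped reads. With 1 culture per strain, the spread between replicates includes the differences between strains.

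Genes with a mean of at least 10 were compared with limma (version 3.58.1 in R 4.3.3) on log2(value + 1), with lmFit and eBayes with a mean-variance trend and the Benjamini-Hochberg correction, at an adjusted *P* under 0.05. Gene groups were taken from Figure 1 and, for ribosomal proteins, by symbol. They were tested by the resampling test of the Methods with 10000 random groups. The correction covered the 4 groups of the parents and the 3 groups of the hybrids separately. Parental and allelic changes were compared by correlation across genes. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes named in the text are those the paper names and, in each comparison, the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold, with a value of at least 10 in every column and the same sign in every pair of libraries or every hybrid. Others were named after their values were seen.

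The method was tested on simulated data with 200 changed genes. In the design of the parents, 166 of them (83%) were recovered with 5 false calls, and in that of the hybrids 182 (91%) with 13 false calls. All simulated changes were larger than the median size of the real calls, 0.955 in the parents and 1.16 in the hybrids. The simulated alleles of a hybrid were also independent, unlike the real ones. The shares recovered therefore do not hold for changes of the real size. Of 20 random groups drawn from the simulated calls, 2 had a *P* under 0.05 in each design. The alternatives were a pseudocount of 10 or 0.5, no filter or a mean of at least 100, rescaling of each library by its median ratio, quantile normalization, a fit without a trend, leaving out each replicate in turn and, for the hybrids, pairing of the alleles. For the groups, they were also the sum of signs, the authors' DESeq calls, the sum over all members and limma's fry. Growth, quantitative PCR and sequence divergence were not analysed here, apart from a comparison with the paper's quantitative PCR values.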

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

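Apart from the main permutation test over genes and the main limma comparison between the populations, the tests in this part were chosen after the results had been seen.

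The iron ion transport genes had a median log2 ratio of -0.72 between the parents and of 0.15 between the alleles of the hybrids. This stood out because all 6 pairs of parents lay below 0 and all 3 hybrids above 0. The difference between parents and hybrids was not tested, since they were normalized in separate tables. In the hybrids, the members went both ways, 16 higher and 10 lower, and the group did not pass the permutation test over genes (*P* = 0.412). Reads shared between near-identical copies are argued against by the S288C reference sequence, where 1 of the 27 members, *FIT1*, has repeated 100-base windows, 0.672% of them. Low values were examined on the 24 members with a mean of at least 100 in both tables. Their median was -0.97 in the parents, with pairs from -1.29 to -0.83, and 0.14 in the hybrids, where the medians of the single hybrids were from 0.03 to 0.05. The difference stayed without genes with low values, which argues against them as its source, but the single hybrids then lay near 0. Of the 10 splits of the 6 allele columns, 1, the real one, gave a median as large in size in the hybrids, and with 10 splits the share cannot go below 0.1. Differences that act in *trans* between the parents, and differences between the cultures of the parents, stay open, and neither was tested.

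In the RM11-1 parent, the 91 genes of chromosome I had a median log2 deviation from the other parents of -0.84, with quartiles of -1.26 and -0.17. The largest median of any other chromosome in any parent was 0.14. The paper does not report on genes by chromosome. Values near the lowest of the library are argued against by the 58 genes with a mean of at least 1000, whose median was -0.92. Reads lost to the RM11-1 sequence of chromosome I are argued against by the hybrid with an RM11-1 parent, where the RM11-1 allele had a median log2 ratio to the Malaysian allele of -0.0191. One missing copy of chromosome I in the culture is a candidate explanation, which predicts a median near -1 over the whole chromosome. The medians of the arms were -0.84 and -0.83, and 65.9% of the genes lay below -0.5, against 6.60% on other chromosomes. An earlier and stricter limit on that share was not met. With 1 library and no measurement of DNA, it cannot be told apart from a change in the expression of the chromosome. Of the 91 genes, 12 passed the threshold between the populations, 10 of them higher in Malaysian yeast. No gene of the 3 iron groups lies on chromosome I, and outside it 616 of 5701 genes passed.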

How the results depend on the processing

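The alternatives were set before the data were examined, except 5 that were chosen after the results had been seen: leaving out genes with repeated sequence, chromosome I, or *AFT1* targets among the transport genes, limiting the correlation to genes with higher values and little repeated sequence, and leaving out each replicate in that correlation.

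The number of genes past the threshold between parents was from 557 to 706 in the 9 fits that kept all strains, and from 107 to 497 across the 3 fits that each left out 1 Malaysian strain. It was 107 without UWOPS03.461.4, of which 106 were among the 630, and 112 without UWOPS05.227.2, of which 107 were. With 1 wine/European strain left, that population has no spread of its own, so no test was run and no number is given. Between alleles, the number was from 12 to 155 across the 3 fits that each left out 1 hybrid: 155 without YHL058, 12 without YHL063 and 81 without YHL065. With the alleles paired by hybrid it was 1026, including all 270. The paired fit removes differences between hybrids that both alleles share.

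The median of the *AFT1* targets in the parents was from -1.74 to -1.13 and that of the iron ion transport genes from -0.86 to -0.65 across the fits that each left out 1 parent. Their adjusted *P* was 0.193 without UWOPS03.461.4, 0.18 without UWOPS05.227.2 and 0.0012 without UWOPS05.217.3. In the first 2 of these fits, 4 members of each group were tested, against pools of 107 and 112 genes. With the sum of signs, the adjusted *P* was 0.0524 for both groups, with medians of -1.25 and -0.72. For the *AFT1* targets, all 7 genes past the threshold were lower, so that sum could not have been more extreme. For the iron ion transport genes, the cause was not tested. Over the other settings that used all members, the adjusted *P* of both groups was between 0.0004 and 0.0088. For the transport genes that are not *AFT1* targets, the median was -0.56 (adjusted *P* = 0.16), with fewer genes in the test. For the iron resistance genes in the parents, fry gave an adjusted *P* of 0.00472 at a median of 0.18. The cause was not tested. The ribosomal protein genes did not pass the threshold under any alternative that gave a *P*, and their medians were from -0.15 to -0.07.

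In the hybrids, the median of the *AFT1* targets was 0.027 without a filter on low values, which added 1 gene to the list, and -0.13 over the 12 genes with a mean of at least 100. It was from -0.09 to -0.01 across the fits that each left out 1 hybrid. None of the 3 groups passed the threshold in the hybrids under any setting that gave a *P*. Where no member passed, as for all groups without YHL063, there was no *P*.

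The correlation of parental and allelic changes was 0.531. It was 0.505 with a pseudocount of 10, 0.581 over genes with a mean of at least 100 in both tables and under 10% repeated windows, and from 0.484 to 0.539 across the fits that each left out 1 replicate. The cause was not tested. For the named genes, 34 values were weaker and 2 stronger when a replicate was left out, and 6 weaker and 1 stronger in other settings, and none was reversed. Among the hybrids, YHL065 had the fewest unique reads, 6133068, so its allele ratios rest on the fewest reads.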

Differences from the paper's values

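No test in this part was chosen after the results were seen, and all the alternatives named were set before the data were examined.

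For the *AFT1* targets in the parents, the adjusted *P* was 0.0016 against the paper's 0.0078. The paper's methods describe a sum of log2 fold changes, as used here, and the note to its Table 1 a sum of signs, which gave 0.0524. Of the alternatives, from 0.0004 to 0.193, only fry, at 0.0055, fell within 1.5 times the paper's value, and fry is another kind of test than either text describes. For the iron ion transport genes in the parents, the adjusted *P* was 0.0016 against the paper's 0.0400. With the sum of signs it was 0.0524, within 1.5 times the paper's value, and no other alternative closed the gap. The correction here covered 4 groups.

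For the iron resistance genes in the parents, the *P* of the resampling test was 0.12 against the paper's 0.011. None of the alternatives closed the gap, with values from 0.00236 to 0.432. With fry, the *P* of 0.00236 was under 0.05. In the hybrids, the *P* of the same genes was 0.559 against the paper's 0.12. With the sum over all members it was 0.14, and the other alternatives, from 0.0234 to 0.888, did not close the gap.

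For the *AFT1* targets in the hybrids, the adjusted *P* was 0.902 against 0.166 in the paper's supplement. With fry it was 0.171, and no other alternative closed the gap.

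The paper lists ribosomal proteins as higher in Malaysian yeast. Here the median log2 fold change of 137 ribosomal protein genes taken by symbol was -0.12, with 46 higher and 91 lower, and the sum over the 8 genes past the threshold was 4.27 (*P* = 0.275, permutation test over genes). The members of the paper's group may differ from these, and the sum over all members was -10.47 under that alternative, where the median was -0.12. The paper describes the lists of *AFT1* targets and iron ion transport genes as overlapping little. As listed in Figure 1, they share 10 genes, 66.7% of the first and 37.0% of the second. The supplement calls the values of the libraries raw counts, and here they share an upper quartile of 6442.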

Other observations

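Most tests in this part were chosen after the results had been seen, the comparison of the general stress genes with the iron resistance genes over pairs and in hybrids included. Among the exceptions are the limma values of *AFT1*, *CCC1*, *HXK1*, *TSL1* and *DDR48*, with their alternatives. Others are the group tests of the iron resistance genes in the hybrids and the check with *URA3*. The last is the median of the general stress genes against random lists. Before that median was taken, 4 stress-related genes, *HSP12*, *DDR48*, *HXK1* and *TSL1*, had already been seen to be higher.

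Other splits of the libraries were compared with the real ones. Of the 10 splits of the 5 parents into 3 and 2, 1, the real one, gave as many as 630 genes past the threshold, and the others gave 0 to 1, with 12 to 676 genes at an unadjusted *P* under 0.05. Of the 10 splits of the 6 allele columns, 1, the real one, gave as many as 270, and the others gave 0 to 4, with 4 to 694 genes at an unadjusted *P* under 0.05. The alleles of a hybrid come from 1 culture, and the correlation of their deviations was 0.669, 0.541 and 0.476 in YHL058, YHL063 and YHL065. The other splits that part all 3 pairs of alleles gave 0 to 1 genes, and the 6 that part fewer mix the difference between hybrids into the comparison. Of the same 10 splits, 6 gave a median of the *AFT1* targets as large in size as the real one, and 1, the real one, a median as large for the iron resistance genes. With 10 splits, no share can go below 0.1.

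In every column, the highest value is shared by 10 genes. A candidate explanation is quantile normalization within each library over 10 bins of gene length. The information that a gene's place within blocks of 10 ranked genes carries about its length decile was 0.364 (median over the 11 columns, where 1 is complete), against at most 0.0281 for shuffled places. For GC content it was 0.0255, which argues against bins of GC content. The Methods describe a correction for GC content. Across genes, the Spearman correlation of the log2 fold change between parents with length was 0.00874 and with GC content 0.0446. No biological explanation was tested.

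Of the genes below 50 in every parent of one population and above 1000 in every parent of the other, 3 were low in Malaysian strains, *KRS1*, *EHD3* and *COS4*, and 1 in wine/European strains, *TDA8*. *KRS1* and *EHD3* are neighbors, and 45.6% of the 100-base windows of *COS4* are repeated. In the hybrids, the same allele was below 50 in all 3 hybrids for all 4 genes, although at *EHD3* the other allele was also as low as 0 in a hybrid. Sequence missing from one population, or from its genome sequence, may account for this. By these values alone it cannot be told apart from a gene that is silent in *cis*, which predicts the same. *KRS1* is annotated as a lysine-tRNA ligase, and what its loss would do to a strain was not considered.

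Of the allele-specific calls with a log2 ratio of at least 2 in size, 12 of 56 (21.4%) had at least 10% of their 100-base windows repeated, against 3.57% of other genes (two-sided Fisher's exact test, *P* = 7.29e-07). Over all 268 calls with a reference sequence, the share was 5.97% (Fisher's exact test, *P* = 0.0667), and the limit on the ratio was set after that value had been seen. Reads shared between near-identical copies may account for part of the large ratios. Without genes with such windows, 248 genes passed. Differences in *cis* stay open, as untested.

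The correlation of parental and allelic changes across genes was 0.581 over the 5163 genes with a mean of at least 100 in both tables and under 10% repeated windows, which argues against such genes as its source. A first limit, at least 100 in every column, which gave a lower correlation, was replaced because it filtered on single libraries. Reads lost to one genome sequence in both tables could also give equal signs, which 86.2% of the genes past the threshold between parents had, and this cannot be told apart from differences in *cis*, which predict the same.

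A list of 36 general stress genes, none of them in the lists of the paper, had a median log2 fold change of 0.99 between the parents, above all of 10000 random lists matched on mean value, whose median was 0.04. Of the 36, 30 were higher in Malaysian strains and 9 passed the threshold, 7 higher and 2 lower. The medians of the pairs ran from 0.12 (UWOPS05.217.3 and RM11-1) to 1.70 (UWOPS03.461.4 and BC187), and RM11-1 lay 0.74 above BC187. The iron resistance genes did not follow over the pairs, with medians of 0.20 in the first of these and 0.15 in the second. In the hybrids, where both alleles share a culture, the median of the stress genes was 0.12 and that of the iron resistance genes 0.16, against 0.18 in the parents. These values give a general stress difference between the cultures little weight as the source of the higher median of the iron resistance genes. It still cannot be told apart from a difference between the populations in iron metabolism, which is untested, since the pairs share libraries. The permutation test of the iron resistance genes in the hybrids rested on 1 gene past the threshold, so it cannot decide this. With fry over the 28 genes tested there, of which 23 were higher and 5 lower, the *P* was 0.0234 and the adjusted *P* 0.0703. Among stress-related genes the paper names, *HXK1* had a log2 fold change of 4.29 (adjusted *P* = 0.111), *TSL1* of 4.18 (adjusted *P* = 0.118) and *DDR48* of 1.99 (adjusted *P* = 0.0529). The adjusted *P* of *DDR48* was 0.0131 without UWOPS05.217.3, 0.168 without UWOPS03.461.4 and 0.167 without UWOPS05.227.2. With quantile normalization it was 0.0477 and without a mean-variance trend 0.0609. Of the windows of *DDR48*, 9.72% are repeated.

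The candidate gene *AFT1* had a log2 fold change of -0.81 between parents (adjusted *P* = 0.0372 from limma), which was 0.152 without UWOPS03.461.4 and 0.155 without UWOPS05.227.2. Between alleles, its log2 ratio was -0.25 (adjusted *P* = 0.339). *CCC1* had a log2 fold change of 0.39 between parents (adjusted *P* = 0.486). Its adjusted *P* was 0.0387 without UWOPS05.217.3 and reached 0.785 when another Malaysian strain was left out. The paper's quantitative PCR of 7 iron starvation genes in UWOPS03.461.4 and BC187 gives log2 ratios from -6.34 to -2.26. The RNA-seq values of the same strains gave ratios from -5.75 to -0.73, and all 7 genes were lower in both. The sizes differed most at *CCC2* (-2.91 by PCR, -0.74 by RNA-seq) and *TIS11* (-3.03 and -0.73). *ARN1* and *SIT1* were at least as low by RNA-seq. RNA-seq cultures grew in rich medium. For the PCR, the paper's Methods name YPD and the legend of Figure 4 synthetic complete medium, so the media may differ.

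*URA3*, chosen as a check on the labels since RM11-1 is *ura3*, had values of 21 to 32 in the other 4 parents and 101 in RM11-1, too low everywhere to check them. Among genes chosen after that, *HO* was at 0 in RM11-1, at 51 to 127 in the other parents and at 0 to 8 in all 6 allele columns, too low for this as well. *LYS2* was at 1 for the wine/European allele and 2383 for the Malaysian allele of YHL058, and at 2465 in the RM11-1 parent. The wine/European allele, from BC187, was at 1946 in YHL063 and 1876 in YHL065. Table S2 of the paper lists RM11-1b, the wine/European parent of YHL058, as *lys2*, which the value of 1 matches.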
